A study of Arabidopsis thaliana and Solanum lycopersicum with 40 samples.

How the data were processed

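Transcript levels were measured by RNA sequencing in whole roots of Arabidopsis thaliana (accession Col-0) and tomato (Solanum lycopersicum, cultivar M82). Per the labels, Arabidopsis seedlings had grown for 5 days and tomato seedlings for 7 days in white light before they either stayed unshaded or were moved to shade. Arabidopsis roots were taken at 30 min, 3 h, 7 h, 1 d, 3 d and 5 d, and tomato roots at 3 h, 6 h, 12 h and 24 h. Each of the 20 groups of species, light and time held 2 samples, which gave 24 Arabidopsis and 16 tomato samples. Per the labels' protocols, RNA was extracted with different kits in the species, so levels were compared within a species only.

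The authors deposited FPKM values (fragment counts scaled by transcript length and by the number of mapped fragments), 1 table per species, with 33557 Arabidopsis and 34075 tomato identifiers. The aligner, the counting tool, the genome build and any filter are not stated per the labels and file headers. All columns were assigned to samples by their titles. FPKM sums ranged from 884979 to 994315 in Arabidopsis and from 907138 to 1021250 in tomato. The tables hold no read counts, so the absolute depth of the libraries is unknown. Low values fell on steps: in pairs of libraries, 62.6% of the ratios of low Arabidopsis values and 64.0% of those in tomato lay on ratios of small whole numbers, against 6.65% and 6.69% off the step. These steps gave each library's depth relative to the species' geometric mean. Relative depth ranged from 0.843 to 1.47 in Arabidopsis and from 0.669 to 1.48 in tomato.

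Values were analysed as log2(FPKM + 1) without further scaling, for genes with a mean FPKM of at least 1 over all samples of the species. This left 19553 Arabidopsis and 20413 tomato genes. Fold changes are on this scale, which understates the change of genes with low values. limma 3.58.1 in R 4.3.3 was fitted with 1 mean per group (lmFit, contrasts.fit and eBayes with an intensity trend), so that all groups of a species shared the estimate of the spread. Shaded and unshaded roots were compared at each time point and averaged over time points. Moderated F-tests addressed the light by time interaction and the change with time in unshaded roots. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 within each comparison. With 2 samples against 2, an exact permutation test of a single gene cannot give a p-value under 0.333, so calls rest on limma's shared spread. Gene families were tested with camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 4 families.

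Arabidopsis names came from the RefSeq annotation of TAIR10.1, in which 32810 of the 33557 identifiers were found. No coordinates are given because the authors' build is not stated. Tomato genes keep the identifiers and descriptions of the deposited table. Arabidopsis families were defined by symbol before the data were examined, as were the test designs, the processing alternatives and the rule for naming genes. Some definitions had to be completed after the tables were seen. Aconitases that share symbols with ACC oxidases, and a haemoglobin that shares a symbol with a homeobox gene, were left out. Tomato WRKY genes were those whose description gives WRKY with a number.

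The genes named are, per species, the 5 largest rises and 5 largest falls averaged over time points among called genes with the same sign at every time point. At each time point, the largest rise and the largest fall were added among called genes whose shaded and unshaded libraries did not overlap. At most 10 called members of the fixed lists were added, in order of adjusted p-value. Other genes were chosen after their values were seen, and the text says so.

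The fits were tested on simulated data with the real means and spreads and 200 genes changed by 1 on the log2 scale. In Arabidopsis, 98% of changed genes were recovered in the average comparison and 83.5% in the interaction test. In tomato, recovery was 88.5% in the average comparison, 59.5% at 6 h, 54% in the unshaded time test and 28% in the interaction test. False calls made up 2.70% to 8.46% of calls, so some of these fits exceeded the nominal 5% in simulation. Alternatives were a pseudocount of 0.1, no filter on low values, median-of-ratios scaling, a fit to only the groups compared, the replicate number as a block, and leaving out each replicate. Rescaling to equal sums and a spline correction for GC content and exonic length (4 degrees of freedom each) were chosen after seeing the data. GC content and length were available for 99.3% of the tested Arabidopsis genes. Random draws used a fixed seed, and plots were drawn with matplotlib 3.10.9.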

Results

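Root transcriptomes were compared between shaded and unshaded seedlings to follow the response to shade over time. The data comprised 24 Arabidopsis libraries over 6 time points and 16 tomato libraries over 4 time points, with 2 libraries in each group of light and time. Pearson's r between replicates, computed across genes, which are not independent replicates, ranged from 0.977 to 0.984 in Arabidopsis and from 0.957 to 0.982 in tomato. The median absolute difference between replicates was 0.07 to 0.10 on the log2 scale in Arabidopsis and 0.11 to 0.24 in tomato. Relative depth did not differ detectably between shaded and unshaded libraries in a two-sided permutation test (ratio 1.08, p = 0.167 in Arabidopsis; ratio 0.945, p = 0.618 in tomato). The test pooled time points, so it does not address depth within 1 of them. In Arabidopsis at 5 d, relative depth was 1.47 and 0.943 in shaded and 0.877 and 0.870 in unshaded libraries. In tomato at 3 h it was 0.669 and 0.885 against 1.14 and 0.975. At some other time points the groups overlapped.

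The number of Arabidopsis genes called between shaded and unshaded roots was 1169 of 19553 at 30 min, 5009 at 3 h, 8195 at 7 h, 9950 at 1 d, 11376 at 3 d and 10928 at 5 d. The count at 30 min moved most when only the groups compared were fitted, to 176 genes. Averaged over time points, 13783 genes were called, of which 6773 were higher and 7010 lower in shade. Most changes were small, and 586 of these genes changed at least 2-fold. The share of called genes that were higher in shade was 59.2% at 3 h and 39.7% at 5 d. This share depended on scaling, and with median-of-ratios scaling it was 48.9% at 3 h and 51.3% at 5 d. The libraries of the groups did not overlap for 14694 genes at 5 d, where chance gives 33.3% of the 19553 genes.

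In tomato, 38 of 20413 genes were called at 3 h, 334 at 6 h, 4876 at 12 h and 7611 at 24 h. The counts at the early time points depended on the fit. With only the groups compared, no gene (0) was called at 3 h or at 6 h. Averaged over time points, 7992 genes were called, 3717 higher and 4275 lower in shade, and 496 of them changed at least 2-fold. The balance depended on scaling here too. The share of genes higher in shade was 46.5% in tomato, and 50.6% with median-of-ratios scaling. In the Arabidopsis average it was 49.1%, and 53.5% with equal sums.

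**Figure D1:**
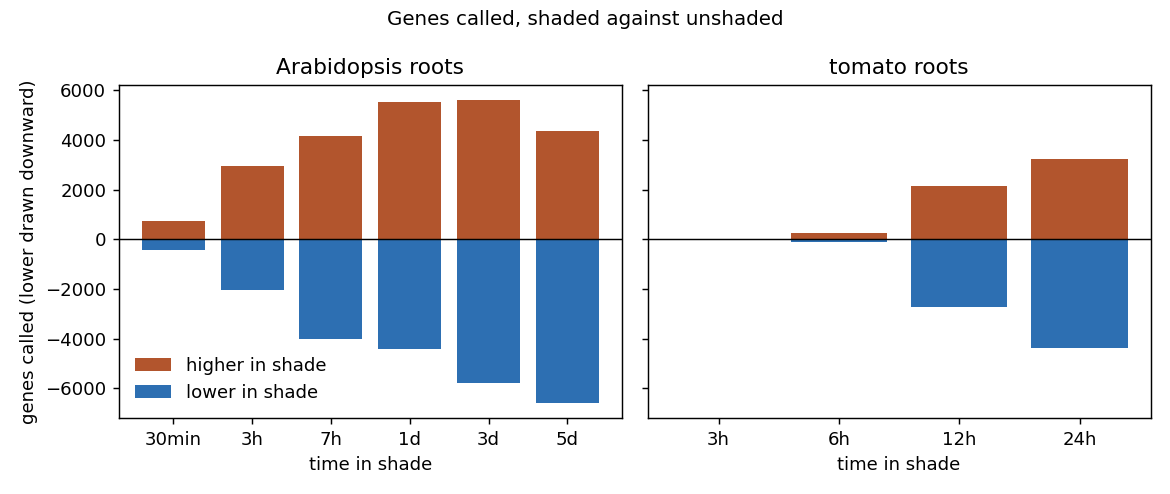
Genes called between shaded and unshaded roots (vertical axis, number of genes) at each time point (horizontal axis), with genes higher in shade drawn upward and genes lower in shade drawn downward. Arabidopsis calls reached 11376 at 3 d and tomato calls 7611 at 24 h.

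The effect of shade differed between time points for 10902 Arabidopsis genes and for 1386 tomato genes in the interaction test. The tomato count was 731 without the filter on low values. In unshaded roots, 6711 Arabidopsis genes and 13 tomato genes changed with time, with 2315 tomato genes at an unadjusted p-value under 0.05. Of the 1169 Arabidopsis genes called at 30 min, 675 were also called at 3 h in the same direction. In tomato, 3793 of the 4876 genes called at 12 h were also called at 24 h in the same direction.

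With the pseudocount of 1, AT2G33830 had the largest average rise among Arabidopsis genes with the same direction at every time point. Its log2 fold change was 3.82 ± 0.11 (SE, adjusted p = 6.03e-13). At 1 d its FPKM was 1152 and 1240 in the shaded libraries and 21.5 and 25.9 in the unshaded ones, whereas at 30 min the difference did not pass the threshold (adjusted p = 0.191). The other rises were MIR160c, SEN1 (AT4G35770), AT2G15029 and AT3G15450, with log2 fold changes of 3.65 ± 0.95, 3.57 ± 0.18, 3.52 ± 0.57 and 3.34 ± 0.10 (SE). MIR160c, a short microRNA gene, was listed at 0 in some unshaded libraries and AT2G15029 in most of them. The size of both fold changes therefore depends on the pseudocount, as does that of SEN1. With a pseudocount of 0.1 the log2 fold changes of MIR160c, SEN1 and AT2G33830 were 4.76, 4.76 and 3.85. The order of these genes thus depends on the pseudocount too. AT2G15029 and AT3G15450 are not part of this comparison, so it does not show which rise was largest at that setting. SEN1 did not differ at 5 d (adjusted p = 0.561). Multiplied by relative depth, the values of AT2G15029 above 0 fell on a common step and its whole multiples. Its rise can therefore rest on very few fragments.

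Among genes with the same direction at every time point, the largest average falls were those of CYP83A1 (AT4G13770), AK3 (AT3G02020), CYP79F2 (AT1G16400), IPMI2 (AT2G43100) and IMD1 (AT5G14200). Their log2 fold changes were -3.05, -2.99, -2.77, -2.56 and -2.42, with standard errors of 0.05 to 0.08. BCAT4 (AT3G19710), named after its value was seen and without the same direction at every time point, had a larger average fall of -3.28. CYP83A1 did not differ at 30 min (adjusted p = 0.867). At 3 d its FPKM was 1.61 and 2.41 in shaded roots and 145 and 138 in unshaded roots.

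The tomato gene with the largest average rise was Solyc07g062790.1, described as homeobox-leucine zipper protein HOX6, with a log2 fold change of 3.39 ± 0.20 (SE, adjusted p = 3.89e-06). Solyc02g077590.1, a homeobox-leucine zipper-like gene, rose by 3.36 ± 0.20 and was called at each of the 4 time points. Solyc04g007000.2 and Solyc04g009960.3 rose by 2.50 ± 0.18 and 2.40 ± 0.32. Solyc10g052650.3 was close to 0 in all unshaded libraries and also in the shaded ones at 3 h and 6 h. It rose only at 12 h, to 27.8 and 30.4 FPKM in the shaded libraries, and at 24 h, to 33.7 and 28.7. The largest falls among genes with the same direction at every time point were those of Solyc11g072200.2, Solyc05g053550.3 (chalcone synthase 2), Solyc06g073580.4, Solyc12g088170.2 and Solyc03g093390.4, with log2 fold changes of -2.90, -2.86, -2.81, -2.64 and -2.52.

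**Figure D2:**
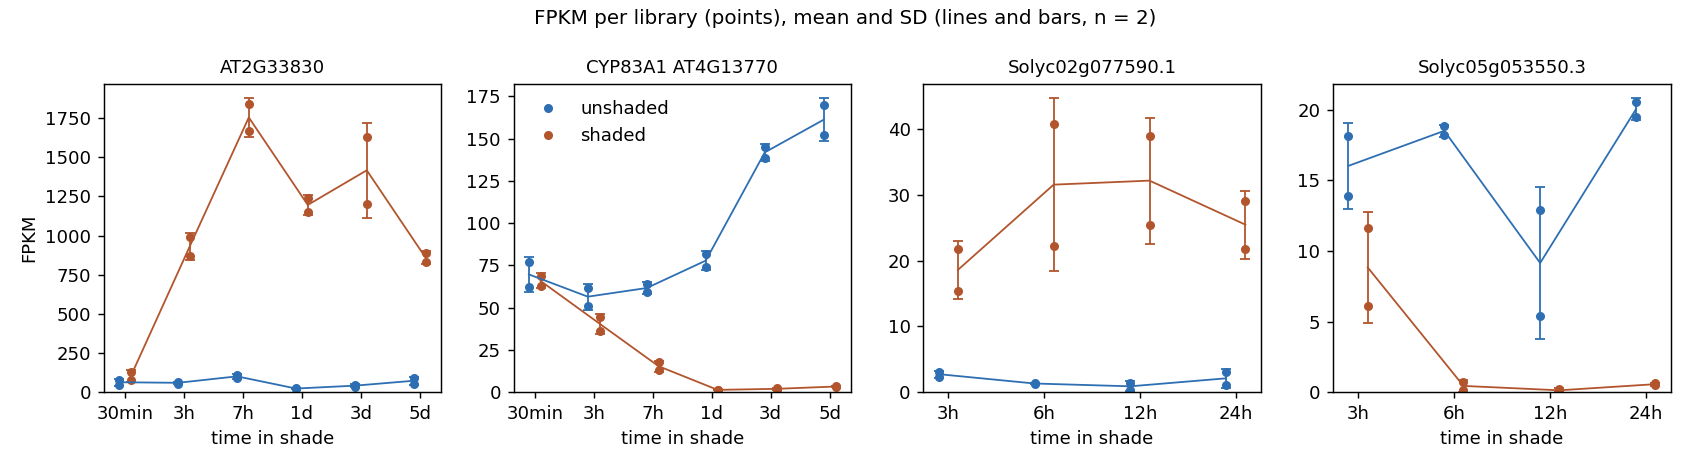
FPKM (vertical axes, linear) of AT2G33830, CYP83A1, Solyc02g077590.1 and Solyc05g053550.3 at each time point (horizontal axis) in shaded and unshaded roots, with points for libraries and lines and bars for the mean and SD (n = 2). At 3 d CYP83A1 was at 1.61 and 2.41 in the shaded libraries and at 145 and 138 in the unshaded libraries.

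Several genes with the largest change at a single time point, many of them short RNAs, were listed at 0 in both libraries of a group, and no fold change at that time point is given for these. The plastid gene ATCG00620 was listed at 104 and 201 FPKM in shaded roots at 1 d and at 65.8 and 102 at 5 d. It was listed at 0 in all unshaded libraries and in shaded roots at the other time points. Multiplied by relative depth, its values of 104, 65.8 and 102 fell on a common step, and 201 on a whole multiple of it. These levels can therefore rest on very few fragments, and the filter on mean FPKM does not remove such genes. The small nucleolar RNA gene AT4G03295 was listed at 0 in both shaded libraries at 3 d and at 537 and 82.3 in the unshaded ones. After the same scaling, the 537 was a whole multiple of the 82.3. Other genes listed at 0 in a group were AT1G03506 and MIR823 at 30 min, MIR419 and AT2G35382 at 3 h, AT3G04854 at 7 h, AT5G13225 at 1 d and AT1G15090 at 5 d. In tomato they were Solyc02g065570.1 at 3 h, Solyc02g069990.1 at 6 h and Solyc06g051100.1 at 12 h. Solyc07g043400.1 had the largest fall at 24 h, with shaded libraries far apart at 4.50 and 131 FPKM against 733 and 750.

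The study addressed WRKY transcription factors and ethylene in shaded roots. The median log2 fold change of 48 Arabidopsis WRKY genes, averaged over time points, was 0.13 (camera adjusted p = 0.0195), and 36 were called, 26 of them higher and 10 lower in shade. The same 36 was reached with adjustment over the family alone. Of all tested genes, 70.5% were called in Arabidopsis and 39.2% in tomato, which is the background for counts of called family members. Without the filter on low values the median was 0.03 and the adjusted p-value 0.126. WRKY70 (AT3G56400) rose most, by 1.98 ± 0.09 (SE, adjusted p = 6.1e-11), and was called at all time points. The median of 44 tomato WRKY genes was also 0.13 (camera adjusted p = 0.00598), with 17 called higher and 2 lower. It was also 0.03 without that filter, with an adjusted p-value of 0.0171 from camera. By time point, the tomato median was -0.12 at 3 h, 0.07 at 6 h, 0.25 at 12 h and 0.37 at 24 h. No member (0) was called at 3 h or at 6 h. Of 9 Arabidopsis ethylene biosynthesis genes, 5 were called over all genes and 4 over the family alone. Their median of 0.02 did not differ from other genes (camera adjusted p = 0.843).

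Arabidopsis light-harvesting genes were those with the symbol LHCA or LHCB and a number, so any under other symbols were left out. Of 13 with these symbols, 11 passed the filter. These 11 had a median log2 fold change of 0.56 averaged over time points (camera adjusted p = 0.00251). Their median was 0.84 at 3 h, 1.17 at 7 h and -0.45 at 5 d. LHCA4 (AT3G47470) rose most, by 1.38 ± 0.03 (SE). Members of this family are similar in sequence, and how the authors' counting assigned shared reads is not stated, so values of single members are uncertain.

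**Figure D3:**
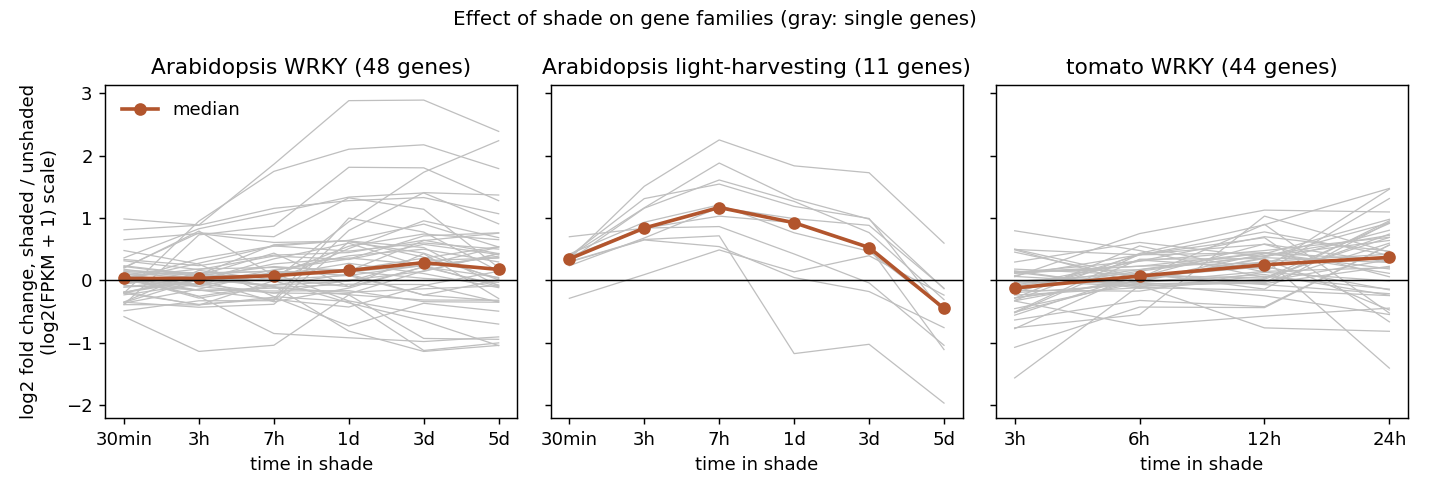
Log2 fold change between shaded and unshaded roots (vertical axis, log2(FPKM + 1) scale) of Arabidopsis WRKY, Arabidopsis light-harvesting and tomato WRKY genes at each time point (horizontal axis), with a gray line per gene and the median in color. The light-harvesting median was 1.17 at 7 h and -0.45 at 5 d.

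Of 34 Arabidopsis genes listed for shade and light signalling, 28 passed the filter and 23 were called, both over all genes and over the list alone. TT4 (AT5G13930) fell most, by a log2 fold change of -1.68 ± 0.05 (SE, adjusted p = 5.76e-13), and HFR1 (AT1G02340) rose most, by 0.72 ± 0.04. BBX21, CRY1 and CRY2 rose by 0.46, 0.48 and 0.38. HB-2 (AT4G16780), chosen after its value was seen, did not differ (log2 fold change 0.01 ± 0.05, SE, adjusted p = 0.842).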

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

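The tests in this part were chosen after the patterns had been seen, but before the deciding values were computed. Groups held 2 libraries each, so no search for outlying samples within groups was made.

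Shade had called effects of opposite sign at different time points, together with a called interaction, for 1399 Arabidopsis genes and 25 tomato genes. Scaling between libraries could produce such genes, but with equal sums, the scaling that moved the counts most, there were 1443 and 30. The totals were thus not lowered, but they do not show whether the same genes kept opposite signs. The technical explanation tested here was scaling alone, so the pattern is left as a hypothesis that part of the response to shade changes direction with time.

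The light-harvesting family was flagged because its effect at 5 d was lower than over 3 h to 3 d. The medians differed by -1.29, with all 11 genes lower at 5 d (unadjusted p = 4.69e-12 for the difference, from limma's camera test across all genes, not an exact test). The difference was -1.20 with the scaling that moved it most and -1.37 without the library at 5 d that moved it most, so neither accounts for it. LHCB3 (AT5G54270) showed the same reversal, with log2 fold changes spanning 2.06 between time points. Its level changed in both light conditions. From 3 d to 5 d its mean FPKM rose from 5.87 to 14.6 in unshaded roots and fell from 12.6 to 9.94 in shaded roots. At 7 h the means were 13.4 and 40.6. For LHCB3 the reversal thus came partly from a rise in the unshaded roots. Shoot tissue in the shaded samples may explain the rise from 3 h to 3 d. Of 7 shoot genes listed for this test, 3 could be tested, and their median of 0.40 lay under 0.5 of the light-harvesting median of 0.84 but above 0. At 5 d the median of the shoot genes was -0.08, so it dropped along with that of the light-harvesting genes. The 3 genes disagreed when averaged over all 6 time points, where RBCS1A and RCA rose, by 0.77 and 0.27, and SBPASE fell (log2 fold change -0.19, adjusted p = 0.00455). The rise cannot be told apart from shoot tissue on these data.

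MIR823 and MIR419 were flagged for effects of opposite sign, spanning 7.22 and 9.79 on the log2 scale. Both are short microRNA genes listed at 0 in many libraries. The spans come from groups with both libraries at 0, so their size is set by the pseudocount and they are not estimates of a fold change. The rise of MIR823 at 3 d rests on 1 library at 20.2 FPKM, with the other 3 at 0. No explanation was tested for these genes. The tomato gene Solyc08g007430.2 spanned 3.85, with log2 fold changes of -2.34 at 3 h and 1.52 at 24 h. It was also called lower at 6 h (-1.90, adjusted p = 0.0346) and at 12 h (-1.95, adjusted p = 0.005). Its call at 3 h was lost under 4 of the alternatives, and no explanation was tested.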

How the results depend on the processing

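Of the 126 recomputed main results that left out no replicate, 108 kept their direction and call or stayed within 1.5 times the count. Fitting only the groups compared lowered the counts to 176 at 30 min and 1593 at 3 h in Arabidopsis, and to 0 at 3 h, 0 at 6 h, 1244 at 12 h and 4164 at 24 h in tomato. The unadjusted counts behind both zeros were 2539 and 2609 genes. Without the filter on low values the tomato interaction had 731 genes and unshaded tomato roots 26, and the Arabidopsis WRKY median was 0.0315 and no longer called. The tomato WRKY median fell to 0.0326. The count for unshaded tomato roots was 21 with a pseudocount of 0.1, 25 with median-of-ratios scaling and 40 with equal sums, which was added after seeing the data. The cause was not tested.

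Same-numbered samples did not deviate together: the correlation of their deviations lay between -0.029 and 0.065 in Arabidopsis and between -0.004 and 0.094 in tomato. With a replicate block across time points, Arabidopsis counts were 1108, 4904, 8086, 9857, 11268 and 10849 in order of time, 13731 averaged, 10648 for the interaction and 6451 for time in unshaded roots. Tomato counts were 18, 272, 4703 and 7499, 7905 averaged, 926 for the interaction and 21 for time in unshaded roots. With the replicate block within time points, 627 Arabidopsis genes were called at 30 min, and in tomato 1 at 3 h, 81 at 6 h and 1 in the interaction. Family medians stayed at 0.13, 0.56, 0.02 and 0.13, which shows nothing about pairing, since a block cannot change fold changes in this balanced design. The GC and length correction, added after seeing the data, gave 14040 Arabidopsis genes in the average comparison and 13995 with the replicate block.

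Leaving out each replicate in turn gave 13415 to 13702 Arabidopsis genes and 6482 to 8534 tomato genes in the average comparison. The ethylene biosynthesis median ranged from -0.00641 to 0.0433 and changed sign in 1 fit. The tomato WRKY median ranged from 0.0939 to 0.205 and the Arabidopsis WRKY median from 0.122 to 0.150. The light-harvesting median ranged from 0.531 to 0.584. At single time points, the called genes that kept their direction and at least 0.5 of their fold change were counted without a test. Nearly all did, which shows little, since nearly all called genes already had groups that did not overlap. The interaction and unshaded time tests were not refitted this way. For single named genes, 20 of 320 recomputed values lost their call and 13 of 720 leave-one-out values moved beyond the replicate spread. None of these reversed.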

Other observations

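Tests on glucosinolate, dark-inducible, mitochondrial and between-species patterns were chosen after those patterns had been seen. The prediction for the mitochondrial share was written after its values were seen.

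Light labels were swapped at random within same-numbered pairs to see how often other splits gave as many calls in the average comparison. In both species 1 of 100 splits, the real one, gave as many genes. This test separates the splits weakly, since swapping a few pairs leaves most of the effect in place: the largest count among the other splits was 12707 against 13783 in Arabidopsis and 7848 against 7992 in tomato. For the family medians, 2 of 100 splits gave a median as large for the Arabidopsis WRKY family and 1 for the light-harvesting family. For the ethylene biosynthesis family 54 did, and for the tomato WRKY family 13 did. Since other splits can keep much of a real effect, the 13 neither supports nor excludes an effect on the tomato WRKY median.

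Differences in library depth did not reach p under 0.05 in the two-sided permutation tests (p = 0.167 in Arabidopsis and 0.618 in tomato). These tests pooled time points, so they do not exclude a difference in depth at a single time point. After correction for GC content and transcript length, 95.6% of the Arabidopsis calls kept their sign and call, or 13182 genes.

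Genes of aliphatic glucosinolate synthesis stood among the largest falls in Arabidopsis. A list of 18 further genes of this pathway was written before their values were seen. All 14 that passed the filter fell, with a median of -1.41. The share of random lists matched on expression with a median as low was 0.0001, the smallest that 10000 lists can give. Such lists treat genes as independent, whereas genes of a pathway can move together. The share therefore does not measure variation between replicates. The median was -1.39 with the scaling that moved it most and -1.43 after the GC and length correction. A list of 12 indolic glucosinolate genes was split, with 6 called higher and 5 called lower. Its median was 0.13 averaged over time points (share 0.968), -0.21 at 30 min, -0.36 at 7 h, 0.63 at 3 d and 0.77 at 5 d. The aliphatic medians at 3 d and 5 d were -2.39 and -2.38. A fall of the aliphatic genes as a group is left as a hypothesis.

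Dark-inducible genes stood among the largest rises. Of 17 further genes listed for carbon starvation, 16 passed the filter and all of these rose, with a median of 1.12. The share of matched random lists with a median as high was 0.0001, again the smallest possible. It too treats genes as independent and does not measure variation between replicates. The median was 1.14 with the scaling that moved it most and 1.12 after the GC and length correction. A carbon starvation response in shaded roots is a candidate explanation, and sugar levels were not analysed here.

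The shaded 5 d library a had 0.391% of its FPKM in mitochondrial genes, against 0.0443% to 0.0862% in the other Arabidopsis libraries. It also had the highest plastid share, 0.132% against 0.0572% in the next library, and the highest relative depth, 1.47. ATMG00030 and ATMG01390 made up 62.7% of the excess over the other shaded 5 d library. Ribosomal RNA carried into this library could be a source, but 0 of the 146 mitochondrial identifiers have a gene type in the annotation used here. The test could not be made, and the pattern cannot be told apart from that explanation.

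At 3 h, 38 genes were called in tomato and 5009 in Arabidopsis. The spread of effects shared by both replicates was 1.23 times as large in Arabidopsis as in tomato, inside the range set beforehand but near its upper edge. The SD of the replicate noise at 3 h was close in both species, 0.385 in tomato and 0.369 in Arabidopsis. Shaded replicates at 3 h, however, had a median absolute difference of 0.21 in tomato and 0.09 in Arabidopsis, whereas in unshaded replicates it was close, at 0.11 and 0.10. The tomato noise SD reached 0.447 at 6 h. The fit pools the variance of a gene over all groups. In simulated data 59.5% of changed genes were recovered at 6 h in tomato and 94.5% at 3 h in Arabidopsis. A larger spread between replicates may account for part of the lower tomato count, and how large a part was not determined. In unshaded Arabidopsis roots, 136 genes were called over 30 min to 1 d, against 6711 over 30 min to 5 d. The longer time span in Arabidopsis may therefore account for most of the difference from tomato, where 13 genes were called.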
